A study of Trametes sanguinea with 15 samples. Its data were reported in "Visual Comparative Omics of Fungi for Plant Biomass Deconstruction" (2016).

How the data were processed

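Mycelium of Pycnoporus sanguineus, a white-rot basidiomycete, was sampled on day 3 of liquid culture, and polyadenylated RNA was sequenced. The 15 libraries were grouped by carbon source as the labels give it, into 5 groups of 3 (maltose, aspen, wheat straw, Avicel and xylan-galactomannan). Maltose cultures held 20 g/l of maltose, and each of the other cultures held 2.5 g/l of maltose with 15 g/l of the named substrate. The study describes its replicates on maltose, Avicel, wheat straw and aspen as independent cultures, and the sources used here give no such statement for xylan-galactomannan.

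The deposited count table held counts per gene model, which the authors obtained by filtering and trimming 150 bp paired reads, aligning them with TopHat2 to the strain's genome and counting with HTSeq. The versions of both tools and the strand setting of the counting are not given in the sources used here. The deposited normalised table held a signal on a linear scale, the counts divided by 1 size factor per library, which the labels ascribe to DESeq 1.5. Division of the deposited counts by this signal gave 1 constant per library, to a relative deviation of at most 5.1e-15, equal to the median-of-ratios size factor. The normalised table held 11782 of the 14165 gene models, and the 2383 absent models had at most 74 counts summed over the 15 libraries, against at least 75 for those kept. All per-library columns were matched to a sample, with 0 left over. The deposited length column is another kind of value (other), the length of each gene model in bases.

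Total counts per library ranged from 24209984 to 50428442, with a median of 37394666. A count of 0 in a library was read with a floor of 3 counts, which covers counting error only. Of the counts from 1 to 20, 66.5 to 76.5% per library were even, against 52.3 to 56.5% of the counts above 20. The effect of dividing all counts by 2 was therefore tried as an alternative.

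Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr on the groups, which left 11724 genes, and libraries were scaled by TMM, with factors from 0.74 to 1.31. A quasi-likelihood model with a mean per group was fitted to all 15 libraries with robust estimation, since 3 libraries per group give little information on the spread by themselves. The common biological coefficient of variation was 0.281. For 8 contrasts, p-values were adjusted by Benjamini-Hochberg within the contrast, and a gene was called at an adjusted p under 0.05 with an absolute log2 fold change above 1. Each of the 4 substrates was set against maltose, aspen against wheat straw, and each of the other 3 substrates against Avicel. Levels are CPM (the count of a gene relative to the scaled library total, from edgeR) on the TMM scale, given as mean ± SD over 3 libraries, and log2 fold changes carry their standard error.

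The test was checked on simulated counts in which 200 of 11724 genes changed between aspen and maltose and genes varied independently. There edgeR made 184 calls, of which 5 were false, and recovered 81% of the changes of 3-fold and 98% of those of 8-fold. DESeq2 1.42.0 made 220 calls with 29 false, and limma 3.58.1 made 186 with 8 false. In a simulated contrast without changes, edgeR made 0 calls. In the simulated data a list of raised genes was called by camera and a list of unchanged genes was not. The real contrast called 3314 genes. The check therefore does not cover scaling or false calls where that many genes change or where genes deviate together.

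Gene functions came from the study's published annotation of this strain, which names 98 of the genes used. There were 13 gene lists. Of these, 5 were the study's own, namely the genes of map nodes node_281, node_6 and node_303, which it found rich in secreted proteins, and its genes selected on aspen (91) and on wheat straw (88). The other 8 grouped the members of those 5 lists by annotation into cellulose-active (6), hemicellulose-active (7) and pectin-active (5) enzymes, enzymes of chitin, fungal wall and glycoprotein glycans (11), laccases and peroxidases (1), cytochromes P450 (6), transporters of the major facilitator superfamily (9) and proteases (5). The cellulose-active list is a part of node_281. The study chose these genes on the maltose, Avicel, aspen and wheat straw libraries analysed here, so the direction of a list in contrasts of those groups is not independent evidence. Contrasts of xylan-galactomannan share the maltose or Avicel libraries with that choice, so they are independent of it only in part. For each list, members called over all genes tested were counted, and again with p-values adjusted over the list alone. The 12 lists with at least 5 members were tested with camera (preset correlation 0.01), again with an estimated correlation, and with fry, adjusting over lists within a contrast.

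The named genes followed a rule fixed, with the groups, contrasts, lists and first set of other settings, before the data were examined. It takes the 8 genes of node_281, the 3 genes of this strain that the study's text names, and per contrast the 12 annotated called genes with the largest increase and the 6 with the largest decrease, given a mean of at least 10 CPM in the higher group and no overlap between the libraries of the 2 groups. It adds the 2 unannotated genes at each end. Genes are named by protein ID. Members of a list named for a contrast outside this rule were chosen after their values were seen. Positions on the genome were not analysed here, nor were protein data.

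Highly transcribed substrate-specific genes had a mean log2 normalised count (pseudocount 1) above 12 on the substrate, at most 12 on maltose and on Avicel, and a call upward against maltose. Per group, 13.6 to 16.2% of genes in the normalised table had a mean above 12, and the 75th percentile lay at 11.12 to 11.34. Overlaps of calls between substrates were set beside the product of the 2 counts over the genes tested, and covariances and correlations of log2 fold changes beside those of 100 simulations of unchanged groups against the same maltose libraries. A simulated contrast made at most 1 call, so the simulations say nothing of shared calls.

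Other settings chosen then were DESeq2, limma on the normalised table, library size alone or DESeq size factors (RLE) in place of TMM, no filter on low counts, only the 6 libraries compared, a replicate block, no minimum fold change, Bonferroni adjustment, a test against a fold change of 2 (glmTreat), levels of 11 and 13 in place of 12, and leaving out each library. Counts divided by 2, leaving out maltose 3, Avicel 1 and xylan-galactomannan 2 (called the 3 libraries apart), and removing a trend with gene length were added after seeing the data. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots drawn with matplotlib 3.10.9.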

Results

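Transcripts of P. sanguineus were counted after 3 days of growth on maltose or on a small amount of maltose with aspen, wheat straw, Avicel (crystalline cellulose) or a mixture of xylan and galactomannan, with 3 libraries per carbon source. Library totals were 29367468 to 31784662 counts on maltose, 34981970 to 39810090 on aspen, 36632496 to 41392670 on wheat straw, 40478432 to 50428442 on Avicel and 24209984 to 37462618 on xylan-galactomannan. The 10 highest genes held 12.4 ± 3.13% of the counts on Avicel (SD, n = 3, with 16% in Avicel 1, 10.9% in Avicel 2 and 10.4% in Avicel 3), 9.28 ± 1.09% on maltose, 8.25 ± 0.9% on xylan-galactomannan, 6.38 ± 0.49% on aspen and 5.8 ± 1.16% on wheat straw.

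On average the libraries separated by carbon source. The first principal component held 37% of the variance and parted aspen and wheat straw from maltose and xylan-galactomannan, and the second held 21.6% and set Avicel apart. Between groups, the root-mean-square distance in log2 CPM was smallest from aspen to wheat straw (0.83) and largest from aspen to maltose (1.33). Within groups it averaged 0.43 on aspen, 0.4 on wheat straw, 0.65 on Avicel, 0.73 on maltose and 0.83 on xylan-galactomannan. Within xylan-galactomannan it reached 1.03, above the smallest distance from that group to a maltose library (0.95). In these last 3 groups the library with the lowest mean correlation across genes to its own group is called apart below. The value was 0.962 for Avicel 1 (0.978 and 0.979 for Avicel 2 and 3) and 0.946 for xylan-galactomannan 2 (0.96 and 0.967 for xylan-galactomannan 1 and 3). It was 0.96 for maltose 3, hardly below the 0.966 of maltose 1 (0.976 for maltose 2).

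**Figure D1:**
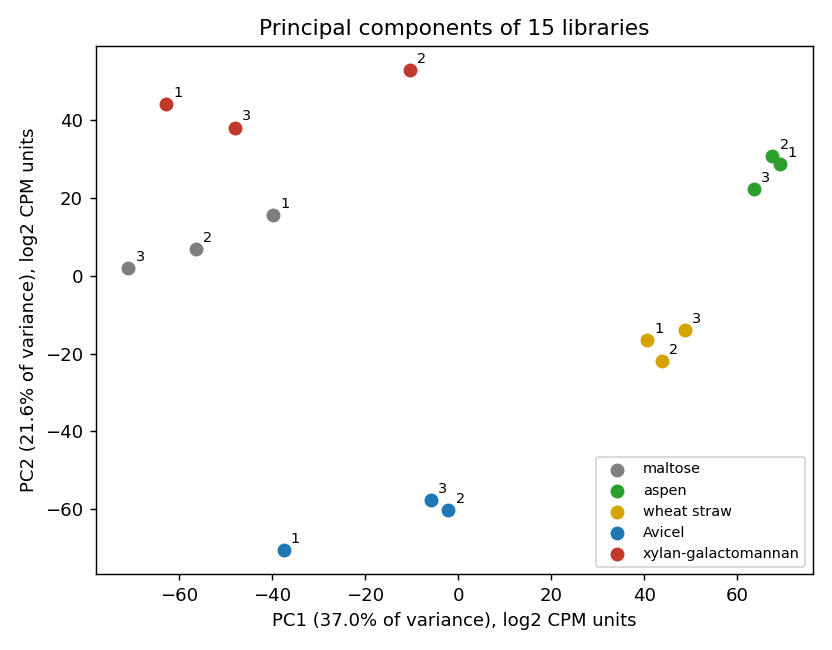
Scores of the 15 libraries on the first 2 principal components of log2 CPM (37% and 21.6% of the variance), coloured by carbon source and numbered by replicate. Aspen and wheat straw libraries lie on the right, Avicel libraries at the bottom, and the xylan-galactomannan libraries are spread most widely.

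On aspen, the comparison with maltose asks what a hardwood raises over an easily used sugar. The gene CBM1-GH6 (1567787), of a family with enzymes that release cellobiose from cellulose chains, rose from 7.49 ± 1.8 to 355 ± 96.4 CPM (log2 fold change 5.56 ± 0.43, adjusted p = 1.8e-06). A mannanase-type gene, CBM1-GH5_7 (1672345), rose 28.6-fold, and a GH43 gene (1695354), of a family active on arabinoxylan side chains, rose 50.5-fold. The AA1_1 laccase (1560767), a copper oxidase of phenols, rose from 25.4 ± 19.1 to 321 ± 85 CPM (log2 fold change 3.65 ± 0.8, adjusted p = 0.0025, and 4.45 without maltose 1). The GH7 gene (1675671) had 52.5 ± 21.7 CPM on aspen and 36.5 ± 18.1 on maltose, a difference that did not pass the test (log2 fold change 0.52 ± 0.67, adjusted p = 0.55).

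The increases on aspen covered enzymes for several wall polymers. Of the cellulose-active genes 5 of 6 were called higher, of the hemicellulose-active genes 6 of 7 and of the pectin-active genes 5 of 5, among them the GH88 gene (1428239), a glucuronyl hydrolase, at 4.69-fold (adjusted p = 8.7e-05). The GH2 mannosidase (1664834) had 131 ± 23.1 CPM on aspen against 67 ± 19.1, below the threshold for a call (log2 fold change 0.97 ± 0.39, adjusted p = 0.057). With library size alone its log2 fold change was 1.31 and it was called, as it was with the length trend removed (1.19). All 11 genes of chitin, fungal wall and glycoprotein glycans were higher, including a GH18 chitinase (1615206, 23.8-fold) and a GH92 mannosidase (1609029, 23-fold). Of the transporters 8 of 9 rose, led by 292291 (KOG0255) at 42.9-fold, as did 5 of 6 cytochromes P450, 4 of 5 proteases and the 1 laccase. A predicted lipase (1581796, KOG4569) rose 73.7-fold, an aldo/keto reductase (1578979, KOG1577) 50-fold and 1583293 (KOG4157) from 0.196 ± 0.0314 to 290 ± 173 CPM (log2 fold change 10.49, and 9.88 without aspen 1). Without annotation, 664270 rose from 0.796 ± 0.367 to 3479 ± 1546 CPM, and 1559426 fell by 10.54 ± 1.16 on the log2 scale from 3374 ± 2060 CPM on maltose.

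Over all 11724 genes tested, 1684 were called higher and 1630 lower on aspen than on maltose, and no list member was lower. In 58% of the genes the libraries of both groups did not overlap, against 10% by chance. The study's aspen list rose in 91 of 91 genes, its wheat straw list in 78 of 88, node_281 in 7 of 8, and node_6 and node_303 in 11 of 11 each. These numbers were the same when adjusted over the list alone, and none is independent evidence, since the study chose the lists on these libraries. By camera all 12 lists were higher, with adjusted p from 2.9e-32 to 0.0011. The call was lost with an estimated correlation for node_281, cellulose-active, hemicellulose-active and pectin-active genes (adjusted p = 0.073 each with an estimated correlation) and for cytochromes P450 (adjusted p = 0.085 with an estimated correlation). Scaling by library size alone moved the median log2 fold change of all genes from 0.005 to 0.377 and gave 2619 genes higher and 914 lower, so counts of direction are relative to the TMM scaling.

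On wheat straw, a grass biomass, cellulose-active genes were among the annotated genes that rose the most over maltose. CBM1-GH6 (1567787) reached 824 ± 99.8 CPM against 7.49 ± 1.8 on maltose (log2 fold change 6.78 ± 0.46, adjusted p = 9.6e-07), and the lytic polysaccharide monooxygenase gene AA9-CBM1 (1583489), which cleaves cellulose by oxidation, reached 571 ± 151 against 17.9 ± 2.37 (log2 fold change 5 ± 0.66). AA8-AA3_1 (1672751), a cellobiose dehydrogenase type that feeds electrons to such enzymes, rose 67.4-fold. GH7 (1675671) rose 7.69-fold from 36.5 ± 18.1 CPM on maltose (log2 fold change 2.94 ± 0.72, adjusted p = 0.0079). Esterase CE15 (1679979), of a family that cuts lignin-carbohydrate esters, rose 60.4-fold.

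Every cellulose-active (6), hemicellulose-active (7) and pectin-active gene (5) was called higher on wheat straw than on maltose, and so were all 9 transporters. The GH2 mannosidase (1664834) rose 4.33-fold (log2 fold change 2.11 ± 0.4, adjusted p = 0.0018) and GH88 (1428239) 3.14-fold. The laccase (1560767) was called at 116 ± 79.5 against 25.4 ± 19.1 CPM (log2 fold change 2.19 ± 0.76, adjusted p = 0.041). That call was lost without maltose 2 (adjusted p = 0.124), maltose 3 (0.125), wheat straw 2 (0.0669) or wheat straw 3 (0.178), and with the length trend removed (0.0514). Its log2 fold change was 1.5 without wheat straw 3 and 2.99 without maltose 1. Of the glycan genes 10 of 11 rose, of the cytochromes P450 5 of 6 and of the proteases 4 of 5. A gene of the homogentisate dioxygenase family (1615426, KOG1417), an enzyme of aromatic amino acid breakdown, was called 59.7-fold higher with a wide spread (338 ± 455 CPM), and 13.3-fold higher without wheat straw 3. Without annotation, 1600019 rose 390-fold and 1545845 fell by 10.34 ± 1.41 on the log2 scale (-11.09 without wheat straw 1). The latter had 0.094 ± 0.0738 CPM on wheat straw, near the floor of 3 counts, so the size of its fall is uncertain. On maltose it had 120 ± 102 CPM, with 5.37 in maltose 3.

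In total 1149 genes were higher and 956 lower on wheat straw than on maltose, and 54.3% of genes had no overlap between groups (10% by chance). Fold changes went with gene length (Spearman 0.181 across genes), and with the length trend removed 1063 genes were higher and 1018 lower. The wheat straw list of the study rose in 88 of 88 genes, its aspen list in 74 of 91, node_281 in 8 of 8 and node_6 and node_303 in 11 of 11, again the same when adjusted over the list alone and not independent evidence. All 12 lists were higher by camera, with adjusted p from 2.9e-45 to 0.00067, and only cytochromes P450 lost the call with an estimated correlation (adjusted p = 0.057 with an estimated correlation). With library size alone, 1687 genes were higher and 608 lower, and the median over all genes moved to 0.288.

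On Avicel, the 8 largest increases over maltose among annotated genes were the 8 genes of node_281, most of them cellulose-active. GH7 (1675671) rose from 36.5 ± 18.1 to 31691 ± 25537 CPM (log2 fold change 9.76 ± 0.98, adjusted p = 2.3e-05), and CBM1-GH6 (1567787) to 10386 ± 6152 CPM (log2 fold change 10.44 ± 0.53, adjusted p = 5.3e-08). AA9-CBM1 (1583489) rose 558-fold, AA8-AA3_1 (1672751) 306-fold, GH131-CBM1 (571793) 300-fold, CBM1-GH5_7 (1672345) 153-fold, GH28 (1738933), a polygalacturonase family, 130-fold and GH74 (1721886), grouped here as cellulose-active though its family is best known for cutting xyloglucan, 124-fold. Avicel 1, a library apart from the other 2 of its group, held the highest levels of these genes. Without it the log2 fold change was 8.86 for GH7, 9.84 for CBM1-GH6, 7.75 for AA9-CBM1, 7.28 for AA8-AA3_1 and 6.65 for CBM1-GH5_7, each still called. These 8 genes, all of node_281, held 5.59 ± 3.23% of all counts on Avicel, from 3.6 to 9.32% (3.72% without Avicel 1), against 0.0139 ± 0.00419% on maltose. The laccase (1560767) had 5.38 ± 3.17 CPM on Avicel against 25.4 ± 19.1 (14.6 without maltose 1), not called by edgeR (log2 fold change -2.24 ± 0.77, adjusted p = 0.082) but called by DESeq2 (adjusted p = 0.0143) and without the 3 libraries apart (adjusted p = 0.046).

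**Figure D2:**
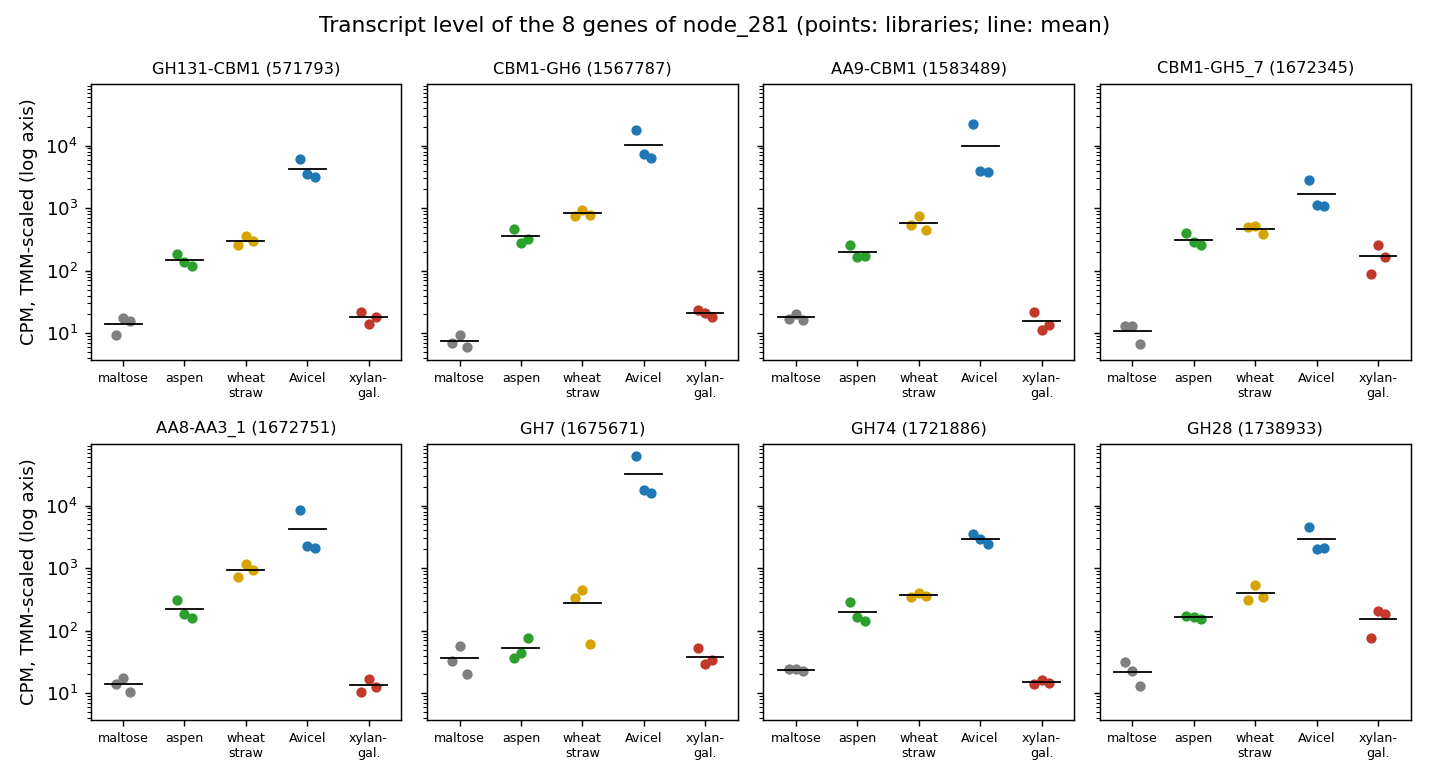
Level of each gene of node_281 in CPM (log axis) by carbon source, with a point per library and a line at the mean of 3 libraries. All 8 genes lie highest on Avicel, where GH7 averages 31691 CPM (61159 in Avicel 1) against 36.5 on maltose, 52.5 on aspen and 38.6 on xylan-galactomannan.

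Fewer members of the other annotation lists were called on Avicel. The transporters and cytochromes P450, and most glycan and hemicellulose-active genes, come from the study's aspen and wheat straw lists. Those were chosen on these libraries as not up on Avicel, so few calls follow in part from that choice. Of the hemicellulose-active genes 4 of 7 were higher, including CE15 (1679979, 55-fold, and 4.65 on the log2 scale without Avicel 1), and of the pectin-active genes 3 of 5, including the pectin methylesterase CE8 (1577721, 43.8-fold). GH88 (1428239) had 31.8 ± 10.8 CPM against 31.6 ± 4.4 and GH2 (1664834) 67.8 ± 13.5 against 67 ± 19.1, neither called (adjusted p = 0.99 each). Of the glycan genes 3 of 11 rose, of the proteases 2 of 5, and of the transporters 1 of 9 with 1 lower, 1621676 (KOG2533), at a log2 fold change of -1.42 ± 0.37 (adjusted p = 0.023). That call was lost without maltose 1 (adjusted p = 0.102), maltose 2 (0.0603), Avicel 2 (0.0877) or Avicel 3 (0.0795), and with only the 6 libraries compared (0.101). None of the listed cytochromes P450 was called higher, and 1742239 (KOG0156) fell by 2.28 ± 0.4 on the log2 scale (adjusted p = 0.0022). Adjusted over the list alone, 4 pectin-active genes, 3 proteases and 2 transporters were higher, the laccase was lower, and the other annotation lists gave the same numbers. Without annotation, 1583090 rose 4284-fold to 29797 ± 11767 CPM and was the highest gene of Avicel 2 and Avicel 3.

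Called genes on Avicel against maltose numbered 429 higher and 521 lower, and 26.8% of genes had no overlap (10% by chance). node_281 rose in 8 of 8, node_303 in 11 of 11 and node_6 in 6 of 11, the same over the list alone. The aspen list had 20 higher and 2 lower of 91 (25 and 4 adjusted over the list alone) and the wheat straw list 24 higher and 2 lower of 88 (32 and 2), none of it independent evidence. By camera 10 lists were higher, node_281 with adjusted p = 4.6e-23. The call was lost for the aspen list (adjusted p = 0.26 with an estimated correlation) and hemicellulose-active genes (adjusted p = 0.056 with an estimated correlation). Transporters (adjusted p = 0.12) and cytochromes P450 (adjusted p = 0.99, median 0.04 and mean -0.17, so of differing sign, with fry adjusted p = 0.99) were not called. Without the 3 libraries apart, 747 genes were higher and 778 lower, and with only the 6 libraries compared 272 and 269.

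On xylan-galactomannan, most hemicellulose-active and pectin-active genes were called higher than on maltose, and most cellulose-active genes were not called. These libraries took no part in the study's choice of the gene lists, but the maltose libraries did, so the direction of a list here is independent of the choice only in part. The aldo/keto reductase (1578979, KOG1577) rose from 2.95 ± 0.829 to 1013 ± 627 CPM (log2 fold change 8.42 ± 0.64, adjusted p = 5.3e-06). CE15 (1679979) rose 162-fold, CE16 (1592100), an acetylesterase family, 18.1-fold, GH28 (1577230) 49.9-fold and CE8 (1577721) 38.8-fold. Without xylan-galactomannan 2, the library apart, the folds were 226 for the reductase, 87.4 for CE15, 32.4 for GH28 and 18.4 for CE8, all still called. The GH2 mannosidase (1664834) reached 415 ± 279 CPM against 67 ± 19.1 (log2 fold change 2.63 ± 0.41, adjusted p = 0.001), though not called with only the 6 libraries compared (adjusted p = 0.0516), and 1.92 without xylan-galactomannan 2. GH88 (1428239) rose 3.06-fold. GH7 (1675671) had 38.6 ± 11.8 CPM against 36.5 ± 18.1 (log2 fold change 0.08 ± 0.67, adjusted p = 0.95).

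Of the hemicellulose-active genes 6 of 7 were higher on xylan-galactomannan, of the pectin-active genes 5 of 5, of the transporters 7 of 9, of the proteases 3 of 5 (4 over the list alone) and of the cytochromes P450 3 of 6. Among the transporters of KOG0254, 1593966 was up 55.9-fold and 1673228 up 33-fold (adjusted p = 1.6e-05 and 0.00029), the latter 14.7-fold without xylan-galactomannan 2. Only 1 of 6 cellulose-active genes was called, CBM1-GH6 (1567787), at 20.9 ± 2.71 against 7.49 ± 1.8 CPM (log2 fold change 1.48 ± 0.36, adjusted p = 0.015), and it was lost without maltose 1 (adjusted p = 0.052). The list had camera adjusted p = 0.84 and fry adjusted p = 0.73. In node_281 CBM1-GH5_7 (1672345, 15.7-fold) and GH28 (1738933, 7.05-fold) rose as well, 3 of 8 in all, with camera adjusted p = 0.09, which was 0.0485 under library size alone. The laccase (1560767) had 56.4 ± 49.7 CPM, not called (log2 fold change 1.15 ± 0.74, adjusted p = 0.31), and 28.3 CPM without xylan-galactomannan 2, beside 25.4 ± 19.1 on maltose (14.6 without maltose 1). Of the glycan genes 4 of 11 were higher and 1 lower, GH47 (1609201, log2 fold change -1.7 ± 0.42, adjusted p = 0.015). Its call was lost without maltose 2 (adjusted p = 0.0726) or xylan-galactomannan 3 (0.0513), and with only the 6 libraries compared (0.0828). Without annotation, 1629542 reached 2935 ± 422 CPM against 2.17 ± 1.59 (log2 fold change 10.39, and 10.99 without maltose 2) and 1614574 fell by 8.93 ± 0.77 on the log2 scale (-7.92 without maltose 1).

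In all 688 genes were higher and 327 lower than on maltose, and 28.7% of genes had no overlap (10% by chance). Fold changes went with gene length (Spearman -0.191 across genes), and with the length trend removed 570 genes were higher and 409 lower. The aspen list had 48 of 91 genes higher (51 higher and 1 lower adjusted over the list alone), the wheat straw list 50 of 88 (55), node_303 9 of 11 (10), and node_6 5 higher and 1 lower of 11, and the other lists gave the same numbers over the list alone. By camera 9 lists were higher, pectin-active genes with adjusted p = 1.4e-06 and hemicellulose-active genes with 4.4e-07, while glycan genes were not called (adjusted p = 0.17), though fry called them higher (adjusted p = 0.011). Cytochromes P450 lost the call (adjusted p = 0.3 with an estimated correlation), as they did without replicate 2 of each group (adjusted p = 0.0982). Without the 3 libraries apart 1154 genes were higher and 794 lower, without xylan-galactomannan 2 alone 507 were lower, and with only the 6 libraries compared 302 and 142.

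A direct contrast of both plant materials asks which genes differ between hardwood and grass. On aspen, 1583293 (KOG4157) was higher at 290 ± 173 against 12.8 ± 12.7 CPM (log2 fold change 4.5 ± 1, adjusted p = 0.0053), a sorbitol dehydrogenase family gene (1656427, KOG0024) 5.23-fold, GH16 (1591231), a family of beta-glucan enzymes, 4.63-fold, the aspartyl protease 174056 (KOG1339) 4.47-fold and the transporter 292291 (KOG0255) 3.85-fold. On wheat straw, GH3 (1537322), a beta-glucosidase family, was higher (log2 fold change -2.23 ± 0.47 for aspen against wheat straw, adjusted p = 0.0039), and so were AA8-AA3_1 (1672751, -2.09 ± 0.49), the transporter 1589964 (KOG0255, -2.03 ± 0.4) and the cholinesterase-family gene 1674301 (KOG4389, -1.99 ± 0.19). The calls of these 9 genes held without each library in turn, while the log2 fold change of 1583293 was 3.89 without aspen 1 and 5.72 without wheat straw 3. Without annotation, 664270 was 41.2-fold higher on aspen (104-fold without wheat straw 3) and 1679428 had a log2 fold change of -3.06 ± 0.56.

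Of node_281, 5 of 8 genes were lower on aspen than on wheat straw (6 adjusted over the list alone), and 4 of these calls were lost when some single library was left out. GH131-CBM1 (571793, -1.03 ± 0.31) was lost without aspen 2 (adjusted p = 0.0857), aspen 3 (0.0891), wheat straw 2 (0.0938) or wheat straw 3 (0.0565). CBM1-GH6 (1567787, -1.22 ± 0.36) was lost without aspen 2 (0.0901), aspen 3 (0.0692) or wheat straw 2 (0.0722). GH7 (1675671, -2.42 ± 0.71) was lost without aspen 1 (0.0813), aspen 2 (0.0799), wheat straw 1 (0.0553) or wheat straw 2 (0.0858). GH28 (1738933, -1.26 ± 0.43) was lost without any 1 of the 6 libraries, with adjusted p = 0.0955 without aspen 1, 0.106 without aspen 2, 0.104 without aspen 3, 0.0505 without wheat straw 1, 0.161 without wheat straw 2 and 0.0667 without wheat straw 3. The GH2 mannosidase (1664834, -1.14 ± 0.39, adjusted p = 0.043) was lost in the same way, with 0.139, 0.0919, 0.0763, 0.105, 0.0858 and 0.0805 in that order. With the length trend removed GH2 had -0.68 ± 0.35 (0.174), a smaller fold change, and GH28 -1.14 ± 0.43 (0.071), and neither was called. Calls also ended with library size alone for GH2 (0.0895), GH28 (0.0577) and GH131-CBM1 (log2 fold change -0.94), with only the 6 libraries compared for GH7 (0.0572) and with limma for GH28 (0.0507). AA9-CBM1 (1583489, -1.52 ± 0.57, adjusted p = 0.06) was not called by edgeR, but was by DESeq2 (0.0175) and limma (0.0466), with only the 6 libraries compared (0.000733), with the length trend removed (0.0499) and without the 3 libraries apart (0.00035). GH74 (1721886, -0.89, below the minimum fold change) was called when aspen 1 was left out (-1.27, adjusted p = 0.0017). The laccase (1560767, 1.47 ± 0.74, adjusted p = 0.15) and GH88 (1428239, 0.58 ± 0.29, adjusted p = 0.16) were not called, though the laccase was called without the 3 libraries apart (adjusted p = 0.0457). Its level on wheat straw was 116 ± 79.5 CPM, and 72.2 CPM without wheat straw 3.

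Overall counts were 690 genes higher and 837 lower on aspen than on wheat straw, and 58.7% of genes had no overlap (10% by chance). The aspen list had 24 higher and 2 lower of 91 (26 and 2 adjusted over the list alone), the wheat straw list 3 higher and 13 lower of 88 (3 and 11), and the cellulose-active list 4 lower of 6 (5), none of it independent evidence. By camera the aspen list was higher (adjusted p = 5.1e-07) and node_281 and the cellulose-active list lower (adjusted p = 0.0061 each). None of the 3 held with an estimated correlation (adjusted p = 0.61 each), while fry called all 3 (adjusted p = 0.012, 0.014 and 0.012 in the same order). The other 9 lists were not called by camera, with adjusted p from 0.092 to 0.65 (proteases with a median of -0.07 and a mean of 0.08, of differing sign), and the wheat straw list was lower with library size alone (0.0373) and without replicate 2 of each group (0.0196). Of these 9, fry called node_303 lower and node_6 higher (adjusted p = 0.041 each). In node_303 and node_6, 3 of 11 were lower and 2 of 11 higher, in the hemicellulose-active list 2 of 7 lower and in the pectin-active list 2 of 5 lower. Glycan genes, transporters and proteases had 1 higher and 1 lower each, and cytochromes P450 1 lower. Adjusted over the list alone, 1 hemicellulose-active gene and 2 transporters were higher and 0 glycan genes lower, and the other lists gave the same numbers. Fold changes went with gene length (Spearman -0.337 across genes, which are not independent replicates), from a median of 0.3 among genes of 150 to 860 bases to -0.33 among genes of 1886 to 14998 bases. With library size alone the median over all genes was 0.108, and 760 genes were higher and 681 lower, so the direction with more calls depends on the scaling.

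**Figure D3:**
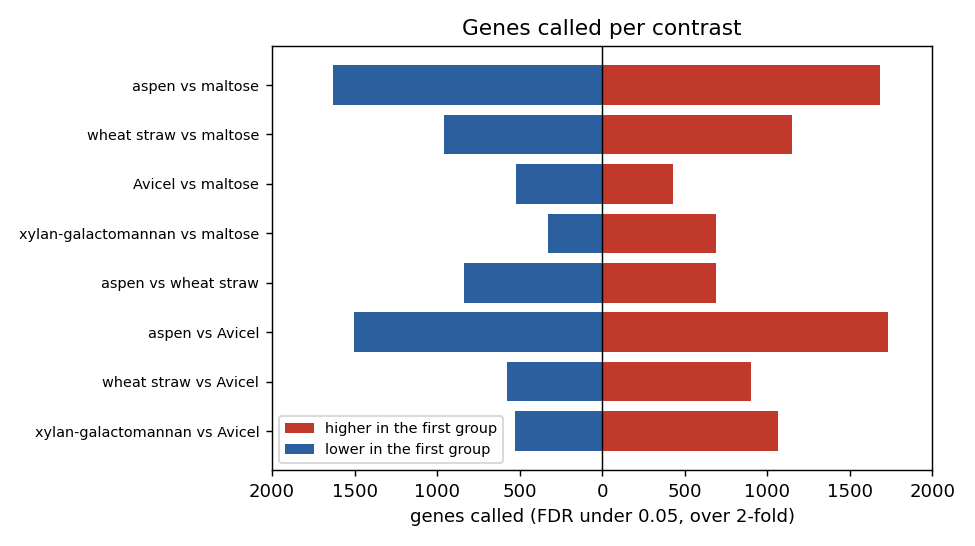
Number of genes called higher (right) and lower (left) in the first-named group of each of the 8 contrasts. Aspen gave the most calls, 1684 and 1630 against maltose and 1730 and 1504 against Avicel.

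Contrasts with Avicel compare substrates at equal maltose and equal substrate mass. The laccase (1560767) was higher on aspen than on Avicel at 321 ± 85 against 5.38 ± 3.17 CPM (log2 fold change 5.89 ± 0.9, adjusted p = 0.00019), higher on wheat straw 21.5-fold and on xylan-galactomannan 10.5-fold, the last not called with only the 6 libraries compared (adjusted p = 0.0513). These 2 folds were 13.4 without wheat straw 3 and 5.1 without xylan-galactomannan 2. The cytochrome P450 1742239 (KOG0156) was higher 47.7-fold on aspen, 67.9-fold on wheat straw and 17-fold on xylan-galactomannan. GH92 (1609029) was higher 22.1-fold, 13.7-fold and 20.7-fold in the same order, the last with a log2 fold change of 3.33 without xylan-galactomannan 2. The 8 genes of node_281 were all lower than on Avicel in each of the 3 contrasts, GH7 (1675671) by -9.24 ± 0.96, -6.82 ± 0.86 and -9.68 ± 0.97 on the log2 scale, and by -8.34, -5.92 and -8.78 without Avicel 1. GH88 (1428239) was higher 4.67-fold, 3.13-fold and 3.05-fold, the last with a log2 fold change of 0.91 and no call without the 3 libraries apart. GH2 (1664834) was called on wheat straw (4.27-fold) and xylan-galactomannan (6.11-fold, and 3.73-fold without xylan-galactomannan 2) and had a log2 fold change of 0.95 ± 0.39 on aspen (adjusted p = 0.061), called with library size alone (1.37) and with the length trend removed (1.2).

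The transporters and cytochromes P450 listed here all come from the study's aspen and wheat straw lists, as do most of the glycan genes and proteases. The study chose those lists on these libraries as up on plant material but not on maltose or Avicel. Directions on aspen and wheat straw against Avicel are therefore not independent evidence. Transporters were higher than on Avicel in 8 of 9 genes on aspen, 9 of 9 on wheat straw and 7 of 9 on xylan-galactomannan, with camera adjusted p = 1.7e-05, 9.2e-10 and 7.6e-06. Their call held on wheat straw and was lost on aspen (adjusted p = 0.054 with an estimated correlation) and on xylan-galactomannan (adjusted p = 0.1 with an estimated correlation). Glycan genes were higher in 8, 5 and 4 of 11 and lower in 1, 0 and 5, with camera adjusted p = 0.00026, 3.4e-05 and 0.31. On xylan-galactomannan fry called them lower (adjusted p = 0.049). Cytochromes P450 were higher in 5, 4 and 1 of 6 (camera adjusted p = 0.00085, 1.3e-05 and 0.063), not held on aspen (adjusted p = 0.14 with an estimated correlation) or wheat straw (adjusted p = 0.064 with an estimated correlation). Without replicate 1 or replicate 3 of each group, the list was called on xylan-galactomannan (adjusted p = 0.0258 and 0.0465), as it was by fry (adjusted p = 0.011). Proteases were higher in 2, 2 and 1 of 5 and lower in 0, 0 and 1 (adjusted p = 0.044, 0.028 and 0.46), and the first 2 calls ended with an estimated correlation (adjusted p = 0.099 and 0.066 with an estimated correlation), with library size alone (0.107 and 0.0632), without replicate 1 of each group (0.0782 and 0.0794) and, on aspen, without replicate 3 (0.054).

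Hemicellulose-active genes were higher in 3 of 7 and lower in 1 of 7 in each contrast with Avicel, and the list was not called by camera (adjusted p = 0.43, 0.065 and 0.36), though it was without replicate 1 of each group on wheat straw (0.0296) and on xylan-galactomannan (0.0422). By fry it was higher on wheat straw (adjusted p = 0.025). Pectin-active genes were higher in 2 of 5 each time and lower in 2, 1 and 1, not called (adjusted p = 0.94, 0.44 and 0.94), with a median of -0.17 and a mean of 0.23 of differing sign on xylan-galactomannan. Within that list the GH28 genes parted there, as 1577230 was 23.1-fold higher on xylan-galactomannan than on Avicel (14.9-fold without xylan-galactomannan 2) and 1738933 was lower by a log2 fold change of -4.2 ± 0.48. All 6 cellulose-active genes were lower in each contrast (camera adjusted p = 8.4e-07, 2.2e-08 and 2.3e-13), as were the 8 genes of node_281 (1.1e-07, 2e-09 and 7.2e-15). On aspen both lists lost the call (adjusted p = 0.052 each with an estimated correlation). node_6 was higher in 7, 5 and 1 of 11 and lower in 4 on xylan-galactomannan (adjusted p = 0.00024, 1.6e-05 and 0.36). On xylan-galactomannan fry called node_6 lower (adjusted p = 0.012). node_303 was lower in 4, 0 and 4 of 11 (adjusted p = 0.069, 0.5 and 0.0078), the last lost with an estimated correlation (adjusted p = 0.2 with an estimated correlation) and without replicate 1 of each group (0.111). On aspen node_303 was called lower with library size alone (0.0153), without replicate 1 of each group (0.0489) and by fry (adjusted p = 0.0072).

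The aspen list of the study was higher than on Avicel in 82, 53 and 36 of 91 genes and its wheat straw list in 65, 72 and 27 of 88, with 5 lower in each on xylan-galactomannan. Both were higher by camera in the 3 contrasts, and both lost the call on xylan-galactomannan (adjusted p = 0.27 and 0.33 with an estimated correlation). Adjusted over the list alone, the aspen list had 83, 58 and 37 higher and the wheat straw list 67, 74 and 27, with 7 lower in each on xylan-galactomannan, and neither is independent evidence. On wheat straw 7 glycan genes and 7 genes of node_6 were then higher, on aspen 1 gene of node_303 was lower, and on xylan-galactomannan 6 glycan genes were lower. Against Avicel, 1730 genes were higher and 1504 lower on aspen, 900 and 576 on wheat straw, and 1067 and 531 on xylan-galactomannan, with no overlap in 60.2, 52 and 36.9% of genes (10% by chance). The Spearman correlation of these fold changes with gene length was -0.149, 0.133 and -0.224 in the same order. With library size alone the counts were 3113 and 725 on aspen and 1633 and 280 on wheat straw, with medians over all genes of 0.482 and 0.385. Without the 3 libraries apart, 1432 genes were higher and 1083 lower on xylan-galactomannan than on Avicel, and with only the 6 libraries compared 553 were higher.

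Responses to the 4 substrates overlapped. Against maltose, 140 genes were higher on all 4 substrates, of which 27 were annotated, and 100 were lower. Annotation was held for members of the study's lists alone, so these counts say nothing of how functions divide between higher and lower genes. The shared increases included CBM1-GH6 (1567787), CBM1-GH5_7 (1672345), GH43 (1561085), 2 GH3 genes (1537322 and 1577052), the esterases CE8 (1577721), CE15 (1679979) and CE16 (1592100), GH28 (1738933), the transporter 1593966, a PL8 lyase (1592999) and the aldo/keto reductase 1578979. The call of CBM1-GH6 on xylan-galactomannan was lost without maltose 1 (adjusted p = 0.052). Aspen and wheat straw shared 861 higher and 603 lower genes, where independent lists would share 165 and 133. Aspen shared 291 and 259 genes with Avicel (62 and 72) and 432 and 165 with xylan-galactomannan (99 and 45). Wheat straw shared 313 and 307 genes with Avicel (42 and 42) and 372 and 154 with xylan-galactomannan (67 and 27), and Avicel shared 170 and 134 with xylan-galactomannan (25 and 15). The covariance of log2 fold changes was 1.18 for aspen and wheat straw, 0.64 for aspen and Avicel, 0.53 for aspen and xylan-galactomannan, 0.78 for wheat straw and Avicel, 0.43 for wheat straw and xylan-galactomannan and 0.3 for Avicel and xylan-galactomannan, against 0.068 between simulated unchanged groups that share the maltose libraries. The correlations in the same order were 0.8, 0.49, 0.46, 0.67, 0.41 and 0.33, against 0.5 to 0.51 in the simulations. Simulated fold changes hold noise alone, much of it from the shared maltose libraries, so their correlation is no yardstick for real fold changes. The correlations therefore do not tell which pairs share a response. The shared maltose libraries add to each of these measures.

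Genes with high levels specific to a substrate were selected with the level and fold change thresholds taken from the study, applied to single genes in place of map nodes. On aspen 152 genes passed, 134 of them also higher than on Avicel, on wheat straw 109 (80) and on xylan-galactomannan 112 (97). Aspen and wheat straw had 67 of these genes in common, and 25 passed on all 3 substrates. Among the annotated genes that passed, the GH92 gene 1609029 had the highest level on aspen, at a mean log2 normalised count of 14.09 against 9.48 on maltose and 9.51 on Avicel. On wheat straw a gene predicted to encode a GTPase-activating protein (1660524) had 14.42 against 11.54 and 11.84 and the cytochrome P450 1742239 had 14.14 against 10.36 and 8.03, and on xylan-galactomannan the aldo/keto reductase 1578979 reached 14.93 against 6.71 and 11.01. The laccase 1560767 passed on aspen (13.46) and the GH2 mannosidase 1664834 on wheat straw (13.35) and xylan-galactomannan (13.62). Of the 152 genes on aspen 77 belonged to the aspen list, and of the 109 on wheat straw 60 belonged to the wheat straw list.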

Values the study reported

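The study selected nodes with a mean above 12 on the log2 scale, which it placed at about the 75th percentile of the gene population. It called genes at a log2 fold change above 1 with an adjusted p below 0.05.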

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

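Most results kept their direction and stayed within 1.5 times of their count with DESeq2, RLE size factors, limma on the normalised table and no filter on low counts. Counts divided by 2, a removed length trend and the fit without the 3 libraries apart were chosen after seeing the data, and the first 2 moved no count of calls by over 1.5 times. With the length trend removed, higher and lower calls against maltose were 1521 and 1758 for aspen, 1063 and 1018 for wheat straw and 570 and 409 for xylan-galactomannan. Against Avicel they were 1546 and 1626, 825 and 668, and 847 and 636 in the same order. In each of these the excess of higher calls shrank or turned. Of 203 values for named genes, 186 were calls, and over all alternatives 205 of 3524 such values lost the call, 0 reversed and 15 values gained one. Calls of the 8 contrasts are given below as higher and lower counts, with the main counts in the report, and the cause of a change was not tested unless stated. A depth of 24209984 counts in the smallest library limits what can be said of genes at the floor of 3 counts.

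With library size alone, the calls for aspen against maltose were 2619 and 914, the lower calls for wheat straw against maltose 608, for aspen against Avicel 3113 and 725, and for wheat straw against Avicel 1633 and 280. Without the 3 libraries apart, Avicel against maltose gave 747 higher calls, xylan-galactomannan against maltose 1154 and 794, and xylan-galactomannan against Avicel 1083 lower calls. With only the 6 libraries compared, Avicel against maltose gave 272 and 269, xylan-galactomannan against maltose 302 and 142, and xylan-galactomannan against Avicel 553 higher calls, from fewer libraries to estimate the spread. Leaving out 1 library at a time gave 244 to 507 lower calls for xylan-galactomannan against maltose, the highest without xylan-galactomannan 2, and kept all other counts of calls within 1.5 times.

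The other thresholds changed counts by their construction. With no minimum fold change, the calls were 2645 and 2888 for aspen, 1944 and 2033 for wheat straw and 1131 and 822 for xylan-galactomannan against maltose, 1522 and 1941 for aspen against wheat straw, and 2741 and 2789, 1504 and 1515, and 1812 and 1412 for aspen, wheat straw and xylan-galactomannan against Avicel. With Bonferroni adjustment, they were 292 and 404, 211 and 104, 111 and 45, and 106 and 36 for aspen, wheat straw, Avicel and xylan-galactomannan against maltose, 29 and 180 for aspen against wheat straw, and 215 and 494, 90 and 63, and 130 and 117 against Avicel. With glmTreat, they were 695 and 638, 439 and 285, 190 and 168, and 232 and 73 against maltose, 32 and 55 for aspen against wheat straw, and 614 and 633, 195 and 120, and 357 and 160 against Avicel.

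With an estimated correlation, lists higher by camera went from 12 to 7 for aspen against maltose, from 1 to 0 (and lower lists from 2 to 0) for aspen against wheat straw, from 7 to 4 (lower from 2 to 0) for aspen against Avicel, and from 3 to 0 higher for xylan-galactomannan against Avicel. Fry gave each list that lost its camera call this way an adjusted p of at most 0.05. The highest was that of the aspen list for Avicel against maltose. Without 1 replicate number of each group, the higher lists for xylan-galactomannan against Avicel ranged from 3 to 5. The substrate-specific genes on aspen were 231 at a level of 11 and 96 at 13, and those on xylan-galactomannan 70 at 13. With no minimum fold change, shared genes were 1342 higher and 1341 lower for aspen and wheat straw, and shared lower genes 398 for aspen and Avicel, 428 for aspen and xylan-galactomannan, 261 for wheat straw and xylan-galactomannan and 206 for Avicel and xylan-galactomannan.

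The replicate numbers did not pair the libraries. Among 30 pairs of libraries with the same number, 3 had a correlation of deviations over 0.1 (mean -0.02, from -0.37 to 0.4), and 4 of 15 libraries correlated best with their own number. With the replicate block, aspen against maltose gave 1650 and 1585 calls and xylan-galactomannan against maltose 627 and 301, and no count moved by over 1.5 times. Under the block, calls of named genes ended for the laccase 1560767 in wheat straw against maltose (adjusted p = 0.0953) and for GH7 1675671 (0.0509) and GH28 1738933 (0.0583) in aspen against wheat straw, where AA9-CBM1 1583489 was called (0.036), as it was under other settings given in the report. The hemicellulose-active list was called in wheat straw against Avicel (0.0465), and the block changed no other call of a named gene or list.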

Other observations

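The tests of library size, of shuffled deviations, of the stage of the response and of the genes higher on all 4 substrates, and those with the length trend removed, were chosen after the results were seen, and the other tests below were planned earlier.

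Shares of the counts held by enzyme groups are given here and were not tested between substrates. Pectin-active genes held 0.267 ± 0.0791% of the counts on Avicel, 0.102 ± 0.0215% on wheat straw, 0.0809 ± 0.0532% on xylan-galactomannan, 0.0656 ± 0.00393% on aspen and 0.00743 ± 0.00177% on maltose (mean ± SD, n = 3). The GH28 gene 1738933, also in node_281, made up 90.5% of the share on Avicel, and the share on xylan-galactomannan was 0.0528% without xylan-galactomannan 2. Hemicellulose-active genes held 0.167 ± 0.0568% on Avicel, 0.152 ± 0.021% on wheat straw, 0.134 ± 0.0213% on aspen, 0.104 ± 0.0652% on xylan-galactomannan and 0.0124 ± 0.00414% on maltose, and CBM1-GH5_7 (1672345), also in node_281, made up 84% of the share on Avicel. Transporters held 0.153 ± 0.034% on wheat straw, 0.139 ± 0.0145% on aspen, 0.0987 ± 0.0746% on xylan-galactomannan (0.0563% without xylan-galactomannan 2), 0.0153 ± 0.0026% on Avicel and 0.0133 ± 0.00177% on maltose.

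Several of the largest changes lay in genes without annotation. Gene 1588880 had 0 counts in all 3 maltose libraries, and with a floor of 3 counts per library it was at least 104-fold higher on aspen, 233-fold on wheat straw and 183-fold on Avicel. If reads of a pair were counted singly, these bounds would be lower by a factor of 2. Gene 1596703 had 4351 ± 690 CPM on wheat straw against 113 ± 16.9 on Avicel (adjusted p = 4.2e-05 by edgeR), and 1672495 had 2423 ± 1152 CPM on Avicel against 13.6 ± 8.8 on wheat straw (adjusted p = 5.8e-05). Gene 1569640 took 2.54% of the counts of maltose 3 and averaged 11597 ± 16038 CPM on maltose, against 2339 CPM without that library.

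Libraries of maltose, Avicel and xylan-galactomannan deviated from their group means along shared lines, with a mean absolute correlation between groups of 0.25 across genes, against 0.09 for aspen and wheat straw. The value was 0.25 with the length trend removed, which argues against gene length as the cause, and 0.246 with the 100 highest genes left out. The first component of these deviations held 49.5% of the variance over the 9 libraries. A library's score on it had the sign of its relative size in 4 of 9. That argues against library size as the cause, though relative sizes in maltose lay within 0.06 of 0 on the log2 scale. Abundant genes shift all others by about 1 factor, which leaves a correlation as it is, so leaving them out does not test such a shift. With the deviations of all other genes shuffled these 100 gave 0.01, which argues against their own deviations as the cause. A separate component, taken from the Avicel and xylan-galactomannan libraries alone, correlated with the aspen against maltose log2 fold change at an absolute r of 0.33. Cultures at different points of the response to substrate may therefore differ within a group, a hypothesis found and tested on the same libraries. On the component of the 9 libraries, the median loading percentile was 83.7 for cellulose-active genes and 75.3 for node_281. It was 21.8 for the aspen list and 11.7 for hemicellulose-active genes, and other lists lay between. Most genes of each of these named lists were higher on aspen than on maltose, so a difference in stage alone does not account for lists at both ends.

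Every substrate culture had less maltose than the maltose cultures, so less maltose could by itself raise genes on aspen. The 1684 genes called higher on aspen had a median log2 fold change of 0.72 for wheat straw against Avicel, groups that began with equal maltose and took no part in the choice (interquartile range 0.19 to 1.37, 82.6% above 0, all genes 0.01). That argues against less starting maltose alone for these genes as a set. Singly, 521 of them were called higher and 57 lower on wheat straw than on Avicel. Maltose left on day 3 is not given in the sources used here, and the median was not taken without Avicel 1. For the 140 genes higher on all 4 substrates, median log2 fold changes were 2.91 on aspen, 2.89 on wheat straw, 2.28 on Avicel and 2.29 on xylan-galactomannan. Against Avicel, at equal maltose, 43 of them were higher and 22 lower on aspen, 32 and 15 on wheat straw and 24 and 31 on xylan-galactomannan, 94 genes in at least 1 contrast, where 7.03 or fewer would be expected if none differed. That argues against less starting maltose alone for the 140 as a set. For the other 46 substrate and less maltose cannot be told apart, since the design ties both and they were chosen for having no call.

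Fold changes of aspen against wheat straw went with gene length, and a length bias of the libraries could make such calls. With the length trend removed the correlation was -0.007 and 1233 genes were called (560 higher, 673 lower) in place of 1527, of which 474 higher and 554 lower were among the first calls. That argues against length bias as the whole cause of the calls, while calls that were not kept may rest on it. A difference between the substrates in long and short genes stays open, as it was not tested.

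The 6 libraries of a contrast divide into 3 and 3 in 10 ways, too few for a share under 0.05. In all 8 contrasts 1 of the 10 splits, the real one, gave as many calls. Calls in the real split, from the 6 libraries alone at the same thresholds and in both directions, numbered 3318 for aspen, 2071 for wheat straw, 541 for Avicel and 444 for xylan-galactomannan against maltose, 1868 for aspen against wheat straw, and 3330, 1575 and 933 for aspen, wheat straw and xylan-galactomannan against Avicel. The highest other split gave 2 for Avicel against maltose, 86 for xylan-galactomannan against Avicel and 0 for each of the rest.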
